A study of Homo sapiens with 12 samples. Its data were reported in "The Cohesin Release Factor WAPL Restricts Chromatin Loop Extension" (2017).

How the data were processed

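The data were 12 chromatin immunoprecipitation sequencing (ChIP-seq) libraries from HAP1, a near-haploid human cell line derived from a chronic myeloid leukaemia. Chromatin was precipitated with an antibody against SMC1, a core subunit of the ring-shaped cohesin complex, with an antibody against CTCF, a zinc-finger protein that binds DNA at loop anchors, or with non-specific IgG as the control. Each precipitation was done in 4 genotypes. These were wild-type cells, cells without the cohesin release factor WAPL (ΔWAPL), cells without SCC4, the product of MAU2 and a subunit of the SCC2/SCC4 cohesin loader (ΔSCC4), and cells without both (ΔWAPL/ΔSCC4), which were made by deleting SCC4 in ΔWAPL cells. Samples were grouped by genotype and antibody from their titles. Each group held 1 library, so there were no replicates, no test was made between genotypes, and each number describes these libraries only.

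The authors mapped single-end reads to the human genome build hg19 with Bowtie2 and called peaks in each library with MACS2. Each deposited list gives the interval of every peak, the position of its summit, and the peak caller's values at that summit. The deposited fold enrichment is a ratio, that of the read pileup at the summit to the local background, each with 1 read added. The deposited −log10 p and −log10 q are the caller's p-value for that pileup under a Poisson background and its adjusted value. The calling threshold and the genome size were not stated. Fold enrichment and −log10 q are the authors' own values, and they were used only to describe, rank and filter peaks within a list.

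The lists do not give the number of reads, so the depth was recovered from them. For each peak the whole-number pileup and the background that solve both the fold enrichment and the −log10 p by the caller's formulas were found. Exactly 1 whole number solved both for at least 99.3% of the SMC1 peaks, 99.4% of the CTCF peaks and 99.3% of the IgG peaks of any list. The lowest background of a list, divided by the length of its shortest interval, which the caller sets to the fragment length, gave the genome-wide average number of reads per kb. Above that floor, the backgrounds of 100% of the tested peaks in each of the 12 lists were a whole number of reads in 10 kb scaled to the fragment length, whereas at most 11.6% were with a fragment length 3 or 7 bp longer or shorter.

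A peak was counted as at a CTCF peak, or as shared between lists, when the intervals overlapped by at least 1 bp. CTCF peaks of the same genotype were used. The overlap that arises by position alone was measured by placing the SMC1 intervals at random on their own chromosome 100 times, within the span that peaks of any list cover. Distances to start sites ran from the summit to the nearest start of any transcript in GENCODE version 44 as mapped to GRCh37, whose chromosome lengths hold every peak of the files, and a peak within 1 kb was called near a start site. The lists were also merged per antibody into regions to count in which genotypes each region had a peak. Shares were given with 95% Wilson intervals, and the interval of a ratio of peak numbers was that of the share of 1 number in the sum of both. These intervals cover counting error only. They leave out the variation between clones, cultures, precipitations and libraries, which 1 library per group cannot show. The interval of a ratio of medians came from 1000 bootstrap draws.

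The named peaks were fixed by a rule. On chromosomes 1 to 22 and X, among peaks that overlap no IgG peak of any genotype, the peak of highest −log10 q was taken from each of 8 classes: SMC1 in all 4 genotypes, SMC1 in ΔWAPL but not wild-type with a CTCF peak, the same without one, SMC1 in wild-type but not ΔSCC4, SMC1 in wild-type but not ΔWAPL, CTCF in all 4 genotypes, CTCF in wild-type but not ΔWAPL, and CTCF in ΔWAPL but not wild-type. The peaks in WAPL, MAU2 and NCAM2 were listed too. Coordinates are 1-based on hg19.

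A CTCF motif of 19 bp was learned from the windows of 50 bp on each side of the summits of the 1000 strongest wild-type CTCF peaks on odd-numbered chromosomes that overlap no IgG peak. It started from the 8-mer most enriched over windows 1000 bp downstream, followed by rounds of re-estimation. A window matched when its best score on either strand passed the score that 5% of the windows 1000 bp downstream of wild-type CTCF summits on even-numbered chromosomes reached. Shares of matches were counted on even-numbered chromosomes only.

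The comparisons, the rule for the named peaks and 14 alternative settings were written before the data were examined. The alternatives were −log10 q of at least 5 or at least 10, fold enrichment of at least 5, removal of peaks at an IgG peak of any genotype, chromosomes 1 to 22 and X only, intervals closer than 500 bp merged, thinning to the shallowest library of the antibody, an overlap of at least 50% of either peak, summits no more than 250 bp apart, equal numbers of the strongest peaks, CTCF peaks of wild-type or of any genotype, 5 kb from a start site, and −log10 q in place of fold enrichment. In the thinning, the solved pileup and background were scaled to the lower depth and the p-value was computed again. 2 settings were added after the data were seen: start sites of protein-coding transcripts, and the same thinning followed by −log10 p of at least 8 in every list, because the planned thinning removed almost no peak. A value was counted as moved when it left the 95% interval of the value as deposited, and a number of peaks when it changed by more than 1.5 times.

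Computations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The scripts were tested on simulated data. The 3 kinds of overlap were called correctly for 5000 of 5000 simulated intervals each, the summit pileup was recovered for 2990 of 3000 simulated peaks, and 697 of 700 windows with a planted motif were matched. Chromosome conformation, gene expression and lamina contact data of the study were not used here, and the reads themselves were not analysed here. A gene table on GRCh38 was not used here because the peaks are on hg19.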

Results

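To ask how cohesin sites change when cohesin is no longer released from DNA, when its loader is impaired, and when both occur together, the peak lists of SMC1, CTCF and IgG were compared across wild-type, ΔWAPL, ΔSCC4 and ΔWAPL/ΔSCC4 HAP1 cells. The 12 lists held 267921 peaks. The genome-wide average recovered from the lists was 8.13 reads per kb in wild-type, 7.66 in ΔWAPL, 8.41 in ΔSCC4 and 6.79 in ΔWAPL/ΔSCC4 cells for SMC1. For CTCF it was 6.53, 8.41, 7.42 and 7.09 reads per kb in the same order. The IgG libraries had 8.55, 9.05, 5.43 and 8.93 reads per kb, so that the ΔSCC4 IgG library was the shallowest of the 12. The depth of the libraries of 1 antibody differed by up to 1.24-fold for SMC1 and 1.29-fold for CTCF. The weakest peak of each SMC1 and CTCF list had a −log10 q between 1.31 and 1.52.

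The first comparison concerned the number of cohesin sites. SMC1 peaks numbered 18542 in wild-type cells, 33952 in ΔWAPL cells, 12779 in ΔSCC4 cells and 26558 in ΔWAPL/ΔSCC4 cells. Relative to wild-type, the number was 1.83-fold in ΔWAPL (95% interval 1.80 to 1.86), 0.689-fold in ΔSCC4 (0.674 to 0.705) and 1.43-fold in ΔWAPL/ΔSCC4 cells (1.41 to 1.46). These differences exceeded counting error, but no replicate was there to measure the spread between libraries. Across the alternative settings, the ratio in ΔWAPL moved most with −log10 q of at least 10, where it was 2.14 (18572 against 8682 peaks), and at that setting the ratio was 0.573 in ΔSCC4 cells. The ΔWAPL intervals were also wider, with a median of 361 bp against 290 bp in wild-type cells, and together they covered 13147 kb against 5587 kb.

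Cohesin sites were then divided by the presence of CTCF. In wild-type cells, 94.5% of SMC1 peaks overlapped a CTCF peak of the same genotype (95% interval 94.2 to 94.8). The share was 81.6% in ΔWAPL (81.2 to 82.0), 95.2% in ΔSCC4 (94.8 to 95.5) and 93.5% in ΔWAPL/ΔSCC4 cells (93.2 to 93.8). SMC1 intervals placed at random overlapped a CTCF peak in 0.971%, 1.15%, 0.894% and 1.22% of cases on average, and in no placement in more than 1.39%. SMC1 peaks at a CTCF peak numbered 17523 in wild-type and 27701 in ΔWAPL cells, a ratio of 1.58 (1.55 to 1.61). SMC1 peaks without one numbered 1019 and 6251, a ratio of 6.13 (5.74 to 6.55). In ΔSCC4 cells, 12162 SMC1 peaks lay at a CTCF peak and 617 did not. The ΔWAPL/ΔSCC4 list held 24824 and 1734 such peaks. The share in ΔWAPL cells moved most when each list was reduced to its strongest peaks, as many as the shortest list holds. There it rose to 97.6%, against 98.2% in wild-type cells.

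**Figure D1:**
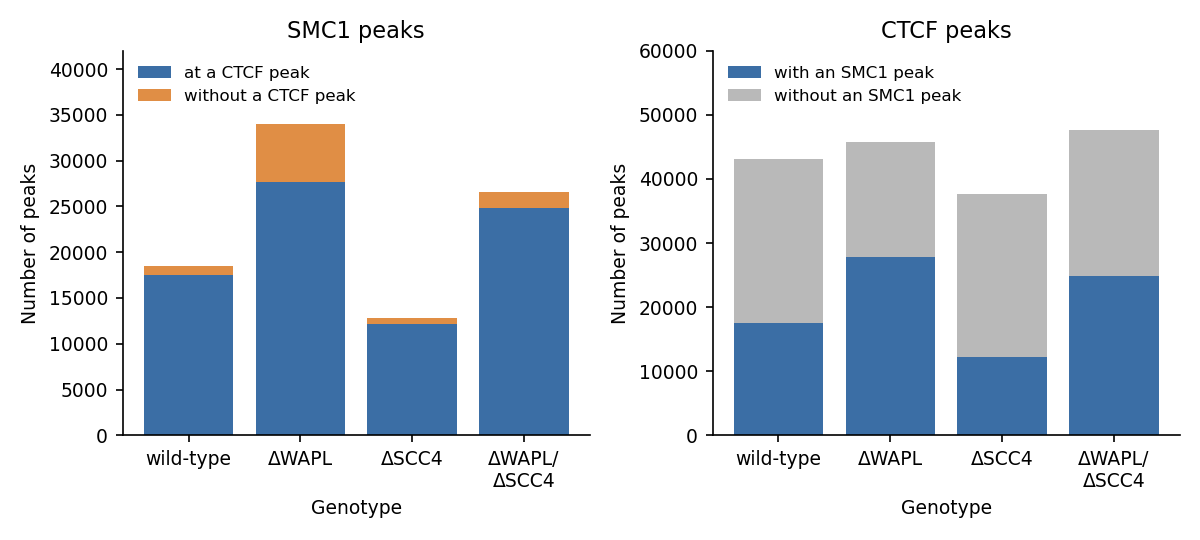
Number of peaks (vertical axis) in each genotype (horizontal axis) for SMC1, left, and CTCF, right; the bars are divided by overlap with a peak of the other antibody in the same genotype. The orange segment, SMC1 peaks without a CTCF peak, holds 1019 peaks in wild-type and 6251 in ΔWAPL cells, and 1734 in ΔWAPL/ΔSCC4 cells.

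Most wild-type cohesin sites were found again without WAPL. Of the wild-type SMC1 peaks, 93.7% were overlapped in ΔWAPL (95% interval 93.4 to 94.1), 60.2% in ΔSCC4 (59.5 to 60.9) and 89.8% in ΔWAPL/ΔSCC4 cells (89.3 to 90.2). Conversely, 51.0% of the ΔWAPL peaks (50.4 to 51.5) were overlapped in wild-type and 68.5% (68.0 to 69.0) in ΔWAPL/ΔSCC4 cells. With the lists reduced to equal numbers of their strongest peaks, the share of wild-type peaks overlapped in ΔWAPL moved most, to 72.4%. The share overlapped in ΔSCC4 was then 73.9%, so the higher overlap in ΔWAPL was not there at that setting. Merging the 4 lists gave 38018 SMC1 regions, of which 10707 had a peak in all 4 genotypes, 9238 in ΔWAPL only, 6108 in ΔWAPL and ΔWAPL/ΔSCC4 only, and 593 in wild-type only. Shared peaks ranked higher by −log10 q in their own list. In the wild-type list, peaks found in ΔSCC4 had a median percentile of 66.7 and those absent from it 27.9, where 100 is the strongest. In the ΔWAPL list, the median percentile was 71.7 for peaks found in wild-type cells and 28.9 for the other peaks.

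The 16643 ΔWAPL SMC1 peaks that were absent from the wild-type list comprised 11001 at a CTCF peak and 5642 without one. The share at CTCF was thus 66.1% (95% interval 65.4 to 66.8), against 96.5% (96.2 to 96.7) of the ΔWAPL peaks that were shared with wild-type. Of the 11001, 88.6% lay where the wild-type list also had a CTCF peak. Deleting SCC4 in wild-type cells left 7387 wild-type SMC1 peaks without a counterpart, 89.1% of them at CTCF (88.4 to 89.8). Deleting SCC4 in ΔWAPL cells left 10680 ΔWAPL peaks without one, 53.1% of them at CTCF (52.1 to 54.0).

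The position of the sites relative to start sites of transcripts was compared next. Of the SMC1 peaks without a CTCF peak, 69.9% lay within 1 kb of a start site in wild-type (95% interval 67.0 to 72.6), 83.8% in ΔWAPL (82.8 to 84.7), 68.9% in ΔSCC4 (65.1 to 72.4) and 80.3% in ΔWAPL/ΔSCC4 cells (78.4 to 82.1). The intervals of ΔWAPL and of ΔWAPL/ΔSCC4 lay above those of wild-type and ΔSCC4. Of the peaks at CTCF, 22.1%, 23.1%, 22.2% and 20.8% lay as close. Intervals placed at random did so in 7.58% to 7.87% of cases on average. In number, SMC1 peaks near a start site and without CTCF went from 712 in wild-type to 5237 in ΔWAPL cells, and 1393 were found in ΔWAPL/ΔSCC4 cells. The wild-type share moved most with −log10 q of at least 10, where it was 48.6% of 144 peaks.

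**Figure D2:**
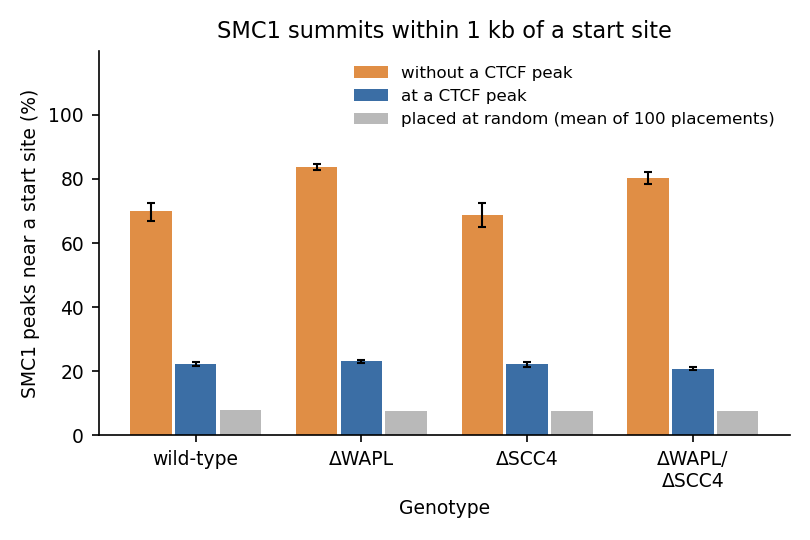
Percent of SMC1 summits within 1 kb of an annotated start site (vertical axis) in each genotype (horizontal axis) for peaks without and at a CTCF peak, with 95% Wilson intervals as error bars, and for intervals placed at random, as the mean of 100 placements. Peaks without CTCF sit between 68.9% and 83.8%, peaks at CTCF between 20.8% and 23.1%.

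SMC1 peaks without CTCF were the weaker class in each list. Their median fold enrichment was 4.48 in wild-type, 4.43 in ΔWAPL, 4.49 in ΔSCC4 and 4.38 in ΔWAPL/ΔSCC4 cells, whereas that of peaks at CTCF was 6.38, 6.94, 5.99 and 6.48. The ratio of the former to the latter was 0.702, 0.638, 0.750 and 0.675 in that order. With −log10 q in place of fold enrichment, the ratio in ΔWAPL cells was 0.381. Across the 10707 regions with an SMC1 peak in all 4 genotypes, the recovered summit pileup was divided by the average pileup of its library. The median of its ratio to wild-type was 1.67 in ΔWAPL and 0.814 in ΔSCC4 cells, with ΔWAPL/ΔSCC4 cells in between, and 87.6% of the regions were higher in ΔWAPL than in wild-type cells.

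CTCF peaks varied less in number. The lists held 43050 CTCF peaks in wild-type, 45798 in ΔWAPL, 37625 in ΔSCC4 and 47608 in ΔWAPL/ΔSCC4 cells. The ratios to wild-type were 1.06 (95% interval 1.05 to 1.08), 0.874 (0.862 to 0.886) and 1.11 (1.09 to 1.12). The ratio of ΔWAPL to wild-type moved most after thinning to equal depth followed by −log10 p of at least 8. There it was 1.01, with an interval of 0.991 to 1.02 that includes 1. Of the wild-type CTCF peaks, 91.6% were overlapped in ΔWAPL (91.4 to 91.9), 83.4% in ΔSCC4 (83.0 to 83.7) and 93.2% in ΔWAPL/ΔSCC4 cells (93.0 to 93.5). The merged lists made 53945 CTCF regions, and 34622 of them (64.2%) had a peak in all 4 genotypes. For SMC1, regions found in all 4 made up 28.2%. The share of CTCF peaks that overlapped an SMC1 peak was 40.7% in wild-type (40.2 to 41.1), 60.8% in ΔWAPL (60.3 to 61.2), 32.3% in ΔSCC4 (31.9 to 32.8) and 52.2% in ΔWAPL/ΔSCC4 cells (51.8 to 52.7).

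The consensus of the motif learned from wild-type CTCF peaks was TGGCCACCAGGGGGCGCTG. On the even-numbered chromosomes it matched 79.2% of CTCF peaks in wild-type (95% interval 78.6 to 79.7), 79.5% in ΔWAPL (78.9 to 80.0), 80.7% in ΔSCC4 (80.1 to 81.2) and 77.4% in ΔWAPL/ΔSCC4 cells (76.8 to 78.0). About 5% of flanking windows matched in each list. CTCF peaks with SMC1 matched more often than those without in each genotype, for example 92.2% against 70.6% in wild-type cells. They were also the stronger peaks in each genotype, with a median fold enrichment of 17.6 against 8.48 in wild-type cells. The matches were not compared at equal strength.

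The IgG libraries gave 570 peaks in wild-type, 562 in ΔWAPL, 390 in ΔSCC4 and 487 in ΔWAPL/ΔSCC4 cells. At least 87.9% of the peaks of each IgG list overlapped a peak of another IgG list. SMC1 peaks at an IgG peak of any genotype made up between 1.06% of the ΔWAPL and 3.01% of the ΔSCC4 list. Between 0.846% and 1.09% of the CTCF peaks of each list did so.

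Among the 10428 wild-type SMC1 peaks found in all 4 genotypes, the strongest lay on chromosome 15 at 68155650 to 68156333, in an intron of the non-coding gene ENSG00000259410, with a fold enrichment of 14.9 (132 reads at the summit over a background of 7.95). The background there is raised in each ChIP library, as is that of the surrounding 30 Mb. The CTCF motif matched on the plus strand at 68155916 to 68155934 with the sequence CCGCCACCAGAGGGCGGCG. The strongest of the 10987 SMC1 peaks at CTCF in ΔWAPL that were absent from wild-type cells lay on chromosome 5 at 139154580 to 139155134. It was in an intron of the non-coding gene ENSG00000251387, with its summit 55 bp from the nearest start site, that of ENSG00000271792. Its fold enrichment was 16.2 in ΔWAPL and 12.3 in ΔWAPL/ΔSCC4 cells, and a CTCF peak with a fold enrichment of 20.0 to 22.8 was there in all 4 genotypes. Its motif match, AAGGCAGCAGGGGACGCAG, was on the plus strand at 139154800 to 139154818. Without CTCF, the strongest of 5627 such peaks lay on chromosome 13 at 41345013 to 41345614, with its summit in intergenic sequence 60 bp from the nearest start of MRPS31. The fold enrichment was 11.5 in ΔWAPL, 4.49 in ΔSCC4 and 4.13 in ΔWAPL/ΔSCC4 cells, and the CTCF motif had no match there.

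The strongest of 7336 wild-type SMC1 peaks absent from ΔSCC4 lay on chromosome 17 at 44270733 to 44271246 in an intron of KANSL1. The summit of this peak was 13 bp from the nearest start site, that of KANSL1-AS1. Its fold enrichment was 12.3 in wild-type, 12.6 in ΔWAPL and 9.26 in ΔWAPL/ΔSCC4 cells. CTCF peaks with a fold enrichment of 21.3 to 22.4 were there in all 4 genotypes, ΔSCC4 included, over the motif match GCGCCGCCAGGGGGCGCCC. Of the 1103 wild-type SMC1 peaks absent from ΔWAPL, the strongest lay on chromosome 1 at 52761967 to 52762328 in an intron of ZFYVE9. Its summit was 591 bp from the nearest start site of ZFYVE9. The fold enrichment was 9.42 in wild-type, 5.39 in ΔSCC4 and 8.03 in ΔWAPL/ΔSCC4 cells.

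For CTCF, the strongest of the 34344 wild-type peaks found in all 4 genotypes was intergenic on chromosome 6 at 136547312 to 136547849. Its summit was 669 bp from the nearest start site, that of PDE7B-AS1. It had a fold enrichment of 28.1 to 29.9 and the motif match TTACCACGAGAGGACAGTA on the minus strand. The strongest of 6288 ΔWAPL CTCF peaks absent from wild-type was intergenic on chromosome 4 at 189294076 to 189294398. It had a fold enrichment of 28.9 in ΔWAPL and 20.1 in ΔWAPL/ΔSCC4 cells, and SMC1 peaks of 12.9 and 12.5 were there in the same genotypes. ΔWAPL/ΔSCC4 cells were made from ΔWAPL cells, so WAPL loss was not told apart here from a difference between cell lines. The strongest of 3561 wild-type CTCF peaks absent from ΔWAPL lay on chromosome 6 at 80717438 to 80717812 in a coding exon of TTK, with a fold enrichment of 9.73 (120 reads over a background of 11.4). The motif had no match there, and the peak was 1 of 19 wild-type CTCF peaks with a summit in TTK, all 19 of them in exons.

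WAPL (chromosome 10, 88195013 to 88281549) had no SMC1 or CTCF peak in any of the 8 lists. MAU2, the gene of SCC4 (chromosome 19, 19431638 to 19469563), had 1 SMC1 peak in each genotype, at the same intronic position and at a CTCF peak, with a fold enrichment of 5.85 in wild-type, 11.3 in ΔWAPL, 8.14 in ΔSCC4 and 8.47 in ΔWAPL/ΔSCC4 cells. NCAM2 (chromosome 21, 22370727 to 22915650), a long gene that the study named, had 2 SMC1 peaks in wild-type, 6 in ΔWAPL, 1 in ΔSCC4 and 5 in ΔWAPL/ΔSCC4 cells. One of the wild-type peaks reaches only a few bp into the gene at its start, and it was overlapped in all 3 other genotypes, in ΔSCC4 by a peak with a fold enrichment of 4.56 that ends before the gene. CTCF peaks in NCAM2 numbered 5, 6, 4 and 5.

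**Figure D3:**
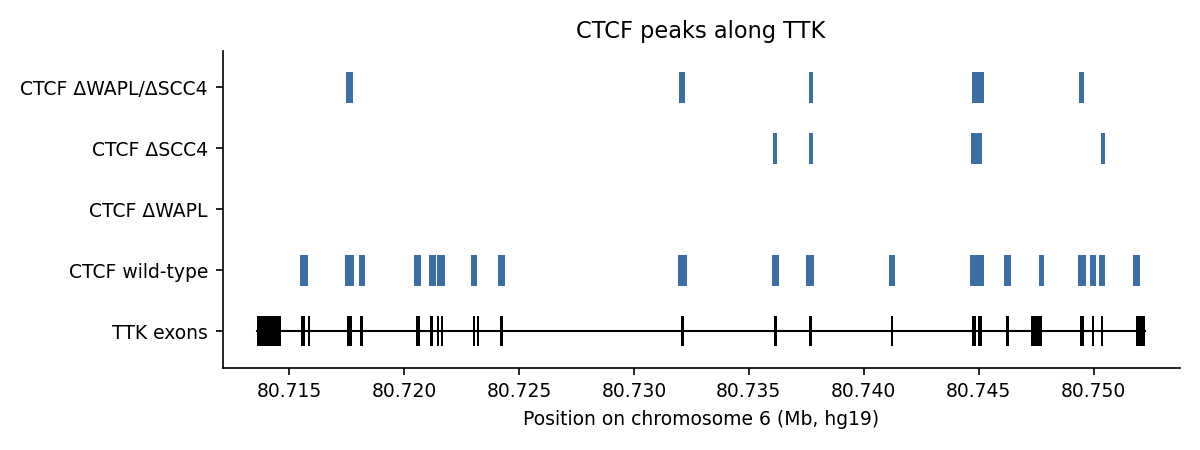
Map of TTK on chromosome 6 (horizontal axis, position in Mb on hg19) with its exons in black and the CTCF peaks of each genotype as blue boxes, drawn to scale. The wild-type list has 19 peaks there, all with their summits in exons, ΔSCC4 has 4, ΔWAPL/ΔSCC4 has 5 and ΔWAPL has 0.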

Values the study reported

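The study counted 18,462 SMC1 peaks in wild-type cells and 45,479 in ΔWAPL cells. It gave 5,974 SMC1 peaks for ΔSCC4 cells, and for ΔWAPL/ΔSCC4 cells a rise of over 12,000 peaks above wild-type.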

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

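The comparisons of depth and of summit pileup and the thinning to equal depth with a −log10 p threshold, for CTCF and for IgG, were chosen only after results were seen, whereas −log10 q of at least 10 was a planned setting.

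For 11 measures, the change on losing SCC4 was set beside that on losing SCC4 from ΔWAPL cells, and likewise for WAPL, which made 22 comparisons. In 4 of them the direction was opposite in the 2 backgrounds. With 1 library per group, the difference between backgrounds was not tested in any of them. WAPL was not deleted in ΔSCC4 cells themselves. ΔWAPL/ΔSCC4 cells were made from ΔWAPL cells, so the change with WAPL in that background compares separately made cell lines.

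The number of CTCF peaks stood out first. Loss of SCC4 lowered it in wild-type cells, from 43050 to 37625 (ratio 0.874, 95% interval 0.862 to 0.886), and raised it in ΔWAPL cells, from 45798 to 47608 (1.04, 1.03 to 1.05). The ratio of both effects was 1.19. Sequencing depth runs against both directions, since the ΔSCC4 library had 1.14 times the depth of the wild-type library and the ΔWAPL/ΔSCC4 library 0.844 times that of ΔWAPL. Weak peaks near the threshold are not the whole source of the drop in wild-type cells, because among peaks with −log10 q of at least 10 the ratio was still 0.892 (0.878 to 0.906). The rise in ΔWAPL cells was gone at that threshold, with a ratio of 0.996 (0.981 to 1.01). It was also within counting error with −log10 q of at least 5, at 1.00 (0.988 to 1.01), and with fold enrichment of at least 5, at 1.00 (0.991 to 1.02). At a given −log10 q, however, the deeper ΔWAPL library is favoured. After thinning to equal depth the ratio was 1.05 (1.04 to 1.07) with −log10 p of at least 8 and 1.05 (1.04 to 1.07) with at least 12. At equal depth weak peaks are thus not the whole source of the rise either, whereas the stricter settings without thinning left no rise beyond counting error. A lower yield of the ΔSCC4 precipitation could also give fewer peaks. At regions with a CTCF peak in all 4 genotypes the summit pileup was 0.800 times that of wild-type in ΔSCC4 and 0.815 times in ΔWAPL. At equal depth and −log10 p of at least 8, the number of peaks was 0.870 times (0.858 to 0.883) that of wild-type in ΔSCC4 and 1.01 times (0.991 to 1.02) in ΔWAPL, and with at least 20 it was 0.843 times (0.828 to 0.857) and 0.967 times (0.951 to 0.983). Yield cannot be told apart from fewer bound sites, because a similarly low pileup went with different numbers of peaks and each genotype has 1 library. A higher yield in ΔWAPL/ΔSCC4 than in ΔWAPL, where the pileup was 0.911 and 0.815 times that of wild-type, was not excluded as a source of the rise. A biological effect of deleting SCC4 on CTCF occupancy stays open and untested.

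The share of SMC1 peaks at CTCF that lie near a start site was 22.1% in wild-type, 23.1% in ΔWAPL, 22.2% in ΔSCC4 and 20.8% in ΔWAPL/ΔSCC4 cells. Loss of SCC4 left it slightly higher in wild-type cells and lowered it in ΔWAPL cells. Loss of WAPL raised it in wild-type cells, whereas it was lower in ΔWAPL/ΔSCC4 than in ΔSCC4 cells. The ratio of both effects was 0.898 for either gene. In wild-type cells the change with SCC4 was within counting error (21.4 to 22.9 in ΔSCC4), and with −log10 q of at least 10 it went the other way. The low share in ΔWAPL/ΔSCC4 did not come from weak peaks alone. Among peaks with −log10 q of at least 10 the share there was 0.880 times that of ΔWAPL, 20.9% against 23.7%, with intervals apart. The double deletion may therefore hold relatively fewer promoter-near sites of this class, but the difference is small, and a difference in chromatin recovery between 2 precipitations was not tested.

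IgG peaks went from 570 in wild-type to 562 in ΔWAPL cells, a change within counting error, and from 390 in ΔSCC4 to 487 in ΔWAPL/ΔSCC4 cells. The ratio of both effects was 1.27. The ΔSCC4 IgG library had the lowest depth of the 12, 5.43 reads per kb. After thinning to that depth and with −log10 p of at least 8, the lists held 386 and 439 peaks, a ratio of 1.14 with a 95% interval that starts at 0.992 and includes 1. That interval includes the ratio of the deposited numbers too, so whether depth is the source of the rise from ΔSCC4 to ΔWAPL/ΔSCC4 stays open. Depth is not the whole source of the low number in ΔSCC4, which at equal depth was still 0.760 times (0.666 to 0.867) that of wild-type, where the list held 508 peaks. No biological explanation was tested.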

How the results depend on the processing

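Of the settings tried, start sites of protein-coding transcripts and thinning followed by −log10 p of at least 8 were chosen only after the data were seen. No paired analysis was possible because each group held 1 library. All 14 planned settings could be run. No ratio of medians went to the other side of 1 in the 2 settings run for it, and no ratio of peak numbers to wild-type did so in the 8 run for it. The CTCF ratio of ΔWAPL did so at stricter thresholds after thinning to equal depth, also chosen after the data were seen, with 0.967 (95% interval 0.951 to 0.983) at −log10 p of at least 20. Of 284 recomputed values of the main results, 159 stayed within the interval of the value as deposited, or within 1.5 times for a number of peaks, and 125 moved, 48 higher and 77 lower. Restricting the lists to chromosomes 1 to 22 and X moved 0 of 32 values, and the planned thinning moved 0 of 14. That thinning removed almost no peak, so it says nothing about depth. The number of SMC1 peaks in ΔWAPL stayed 1.68 to 2.14 times that of wild-type, that of ΔSCC4 0.573 to 0.691 times and that of ΔWAPL/ΔSCC4 1.40 to 1.60 times across the 8 settings run for them. Stricter thresholds lower the numbers of peaks by construction. For the shares and ratios that moved, the cause was not tested. Values below are in the order wild-type, ΔWAPL, ΔSCC4 and ΔWAPL/ΔSCC4 where 4 are given.

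With −log10 q of at least 5, the SMC1 ratio to wild-type was 0.668 in ΔSCC4, and the CTCF ratio was 1.08 both in ΔWAPL and in ΔWAPL/ΔSCC4. SMC1 peaks at CTCF made up 97.1%, 87.3%, 97.4% and 96.5%. SMC1 peaks without CTCF, with the threshold applied to the CTCF lists too, numbered 453, 3669, 278 and 800, against 1019, 6251, 617 and 1734 as deposited. Wild-type SMC1 peaks were overlapped at 94.1% in ΔWAPL, 58.3% in ΔSCC4 and 90.3% in ΔWAPL/ΔSCC4, and wild-type CTCF peaks at 93.0%, 84.6% and 93.7%. Near a start site lay 60.4% of the SMC1 peaks without CTCF in ΔSCC4 and 77.4% in ΔWAPL/ΔSCC4.

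With −log10 q of at least 10, SMC1 peaks numbered 8682, 18572, 4979 and 13832, against 18542, 33952, 12779 and 26558 as deposited. The ratios to wild-type were 2.14, 0.573 and 1.59 for SMC1 and 1.08, 0.892 and 1.07 for CTCF. SMC1 peaks at CTCF made up 98.3%, 94.3%, 98.7% and 98.8%, and those without CTCF numbered 144, 1058, 66 and 169. The overlap of wild-type SMC1 peaks was 93.3% in ΔWAPL, 49.1% in ΔSCC4 and 87.4% in ΔWAPL/ΔSCC4, and that of wild-type CTCF peaks was 94.6%, 86.0% and 94.95%. SMC1 peaks without CTCF lay near a start site at 48.6%, 77.8%, 51.5% and 72.2%. At this setting the wild-type and ΔSCC4 shares rest on 144 and 66 peaks.

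With a fold enrichment of at least 5, the SMC1 ratios were 1.68, 0.656 and 1.40, and the CTCF ratio in ΔWAPL/ΔSCC4 was 1.06. SMC1 peaks at CTCF made up 98.0%, 91.7%, 97.9% and 97.7%. Those without CTCF numbered 296, 2044, 198 and 475, and 64.5%, 81.2%, 57.1% and 74.1% of them lay near a start site. Wild-type SMC1 peaks were overlapped at 91.5%, 56.7% and 88.3% in the 3 other genotypes, and wild-type CTCF peaks at 92.3% in ΔWAPL and 84.0% in ΔSCC4.

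Without peaks at an IgG peak, the share of SMC1 peaks without CTCF near a start site was 73.1% in wild-type and 73.4% in ΔSCC4 cells, and the other 30 values stayed. Merging intervals closer than 500 bp gave an SMC1 ratio of 1.79 in ΔWAPL.

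When an overlap had to cover at least 50% of either peak, 81.0% of SMC1 peaks in ΔWAPL and 93.0% in ΔWAPL/ΔSCC4 were at CTCF, and wild-type SMC1 peaks were overlapped at 93.1% in ΔWAPL and 89.2% in ΔWAPL/ΔSCC4. With summits no more than 250 bp apart, SMC1 peaks at CTCF made up 94.2%, 81.0%, 94.7% and 93.0%. Wild-type SMC1 peaks were then matched at 92.6% in ΔWAPL and 89.1% in ΔWAPL/ΔSCC4, and wild-type CTCF peaks at 93.0% in ΔWAPL/ΔSCC4.

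With equal numbers of the strongest peaks, SMC1 peaks at CTCF made up 98.2% in wild-type, 97.6% in ΔWAPL and 99.1% in ΔWAPL/ΔSCC4, and those without numbered 236, 304 and 111. Wild-type SMC1 peaks were overlapped at 72.4% in ΔWAPL, 73.9% in ΔSCC4 and 74.7% in ΔWAPL/ΔSCC4, and wild-type CTCF peaks at 90.8%, 91.0% and 91.3%. The lower overlap of wild-type SMC1 peaks in ΔSCC4 than in ΔWAPL thus depends on the length of the lists, since it was not there at equal numbers.

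Against the CTCF peaks of wild-type, 78.7% of SMC1 peaks were at CTCF in ΔWAPL, 95.6% in ΔSCC4 and 91.1% in ΔWAPL/ΔSCC4. Against CTCF peaks of any genotype, the shares were 95.6%, 83.7%, 96.5% and 94.3%. Within 5 kb of a start site lay 76.6%, 89.0%, 76.3% and 84.8% of SMC1 peaks without CTCF, a wider distance that can only add peaks. With start sites of protein-coding transcripts, 62.1%, 77.5%, 59.5% and 73.6% lay within 1 kb. With −log10 q in place of fold enrichment, the ratio of medians without and at CTCF was 0.477, 0.381, 0.520 and 0.410.

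Thinning to equal depth followed by −log10 p of at least 8 gave SMC1 ratios of 0.631 in ΔSCC4 and 1.60 in ΔWAPL/ΔSCC4. The CTCF ratios were 1.01 in ΔWAPL, whose interval of 0.991 to 1.02 reaches 1, and 1.06 in ΔWAPL/ΔSCC4. SMC1 peaks at CTCF made up 98.0%, 89.0%, 97.9% and 96.5%, and those without numbered 285, 2855, 183 and 774. At this setting ΔWAPL thus had no more CTCF peaks than wild-type beyond counting error. The ΔWAPL library was 1.29 times as deep as that of wild-type. The setting changes depth and threshold together, so the part of depth alone was not tested.

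Of 216 values of other results, such as the overlap of the other pairs of lists, 97 moved, 43 of them higher and 54 lower. This set held shares and numbers of peaks and no ratio, so a reversal could not occur in it.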

Other observations

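Removal of peaks at an IgG peak was a planned setting and the pairing of peaks by GC content was specified before its result, whereas the other tests given here, thinning with −log10 p of at least 8 and the comparisons at equal numbers of peaks at CTCF included, were chosen only after results were seen.

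The number of SMC1 peaks in wild-type cells was 18542, slightly above the value quoted from the study above. In ΔWAPL cells it was 33952. That is lower than the value quoted from the study above. The number in ΔSCC4 cells was 12779. That is higher than the value quoted from the study above. The ΔWAPL/ΔSCC4 list held 8016 peaks more than that of wild-type. That is lower than the value quoted from the study above.

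The deposited lists carry a trace of how their background was computed. The methods of the study name IgG as the control. If the IgG library had been the control, the background of a strong ChIP peak would be unrelated to its own reads. Strong peaks here are tested peaks with a background above the floor whose summit pileup exceeds the average number of reads in 10 kb. They number 93 to 10585 per SMC1 or CTCF list. Peaks at the floor, 2.39% to 10.5% of a list, were left out. A strong peak there could not pass. In each of the 8 lists, the 10 kb count behind the background reached the summit pileup in 100% of these peaks, as it must when the window counts the ChIP reads themselves. This argues against IgG having served as the control of these lists, which may be a different call from the one behind the values quoted above. Whether that accounts for the differences in number was not tested.

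The greater number of SMC1 peaks in ΔWAPL than in wild-type cells did not come from depth or from regions that also give IgG peaks. After thinning to equal depth with −log10 p of at least 8 the ratio was 1.86, and without peaks at an IgG peak it was 1.85. Most of the gain was at CTCF, with 11001 of the 16643 ΔWAPL peaks absent from wild-type. A higher yield of the ΔWAPL precipitation at all sites alike stays open. At regions with an SMC1 peak in all 4 genotypes the summit pileup was 1.67 times that of wild-type, as a higher yield would give. It would also leave the classes in the same proportion among the strongest peaks. Counted against the whole CTCF list of the genotype, which was not held to the same threshold, wild-type cells had 417 peaks without CTCF and 15294 at CTCF with −log10 q of at least 5, and the ΔWAPL list, reduced to as many at CTCF, had 372 without, a ratio of 1.12 (95% interval 0.975 to 1.29). With −log10 q of at least 10 in wild-type the ratio was 1.04 (0.756 to 1.43), but over the whole wild-type list it was 1.57 (1.43 to 1.74). More cohesin at all sites in the absence of WAPL would give the same values. With 1 library per genotype, these lists alone therefore cannot tell the yield and a biological rise apart. The paper does report markedly more cohesin on DNA in ΔWAPL cells, with staining of the cohesin subunit SCC1 among its data. That does not measure the yield of this precipitation. Of the 1254 strongest ΔWAPL peaks without CTCF, 26.3% (24.0 to 28.8) were overlapped in wild-type, against 54.1% (51.4 to 56.9) of peaks at CTCF with close −log10 q. An equal rise at all sites would by itself leave these shares alike. Such pairs do not settle it, since peaks of the weaker class picked at a given −log10 q may have been raised by noise more often.

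From ΔWAPL to ΔWAPL/ΔSCC4 cells, the classes of cohesin sites changed unequally. SMC1 peaks without CTCF fell by 72.3% from ΔWAPL to ΔWAPL/ΔSCC4, from 6251 to 1734, while peaks at CTCF fell by 10.4%, from 27701 to 24824. Of the ΔWAPL peaks without CTCF, 19.8% were overlapped in ΔWAPL/ΔSCC4, against 79.5% of those at CTCF. Depth is not the source, because at equal depth and −log10 p of at least 8 the number without CTCF in ΔWAPL/ΔSCC4 was 0.271 times that in ΔWAPL. A weakening of all peaks alike, which removes more of the weaker class, is not the whole of it either. With −log10 q of at least 5, and again the whole CTCF lists, ΔWAPL/ΔSCC4 had 22193 peaks at CTCF and 698 without, whereas the ΔWAPL list reduced to as many at CTCF still had 1786 without, a ratio of 0.391 (95% interval 0.358 to 0.427). The ratio was 0.563 (0.531 to 0.597) over the whole ΔWAPL/ΔSCC4 list and 0.284 (0.220 to 0.367) with −log10 q of at least 10.

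Poorer recovery of GC-rich DNA, such as that of promoters, stays open as a source of this loss. In 1901 pairs of peaks near start sites, with close GC content and −log10 q, 31.4% (95% interval 29.4 to 33.5) of peaks without CTCF and 47.4% (45.2 to 49.6) of peaks at CTCF were overlapped in ΔWAPL/ΔSCC4. In these pairs the median −log10 q was 8.16 without and 7.47 at CTCF. Paired by −log10 q alone, the 1254 strongest peaks without CTCF were overlapped at 43.5% (40.8 to 46.3), against 76.7% (74.3 to 79.0) at CTCF. Such pairs do not settle it, since peaks without CTCF are the weaker class. Those picked at a given −log10 q may have been raised by noise more often than the peaks at CTCF they are paired with. Numbers of peaks need no pairing. At equal numbers at CTCF over the whole ΔWAPL/ΔSCC4 list, the ratio of ΔWAPL/ΔSCC4 to ΔWAPL peaks without CTCF was 0.996 (0.925 to 1.07) near start sites. Away from them it was 0.629 (0.549 to 0.720). With −log10 q of at least 5 the ratios were 0.798 (0.714 to 0.892) and 0.466 (0.382 to 0.568), and with at least 10 they were 0.569 (0.421 to 0.769) and 0.225 (0.111 to 0.457). The numbers at CTCF were then made equal within each bin of GC content where ΔWAPL had enough of them. The ratios were 1.45 (1.33 to 1.57) and 1.06 (0.888 to 1.26) over the whole list. They were 1.34 (1.18 to 1.52) and 0.863 (0.687 to 1.08) with −log10 q of at least 5, and 0.825 (0.596 to 1.14) and 0.529 (0.241 to 1.16) with at least 10. By these numbers a greater loss without CTCF at equal GC content was thus not detectable, unlike in the pairs above. The last of these ratios rests on 9 and 17 peaks. A dependence of cohesin without CTCF on the SCC2/SCC4 loader, a property of promoters and a difference in recovery between the precipitations therefore cannot be told apart. The paper reports that deleting SCC4 also removes nearly all SCC2. It ascribes the effect of the deletion on cohesin loading to the low SCC2, not to SCC4 itself.

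From wild-type to ΔSCC4 the peaks without and at CTCF fell by 39.5% and 30.6%. Of the wild-type peaks without CTCF, 21.1% (95% interval 18.7 to 23.7) were overlapped in ΔSCC4, against 34.0% (31.1 to 36.9) of peaks at CTCF with close −log10 q, and for the 204 strongest the shares were 51.5% (44.6 to 58.2) and 59.8% (53.0 to 66.3). At equal numbers at CTCF, ΔSCC4 had 3.53 times (2.98 to 4.17) as many peaks without CTCF as wild-type over its whole list, 2.25 times (1.79 to 2.81) with −log10 q of at least 5, and 1.45 times (0.826 to 2.54) with at least 10, where a difference was not detectable.

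SMC1 peaks without a CTCF peak might be CTCF sites that the CTCF list missed. In ΔWAPL cells, 28.1% (95% interval 26.3 to 30.0) of those near a start site on even-numbered chromosomes had a motif match, and start sites without any peak had one in 25.4% at the same GC content. Missed CTCF sites with a motif match can therefore make up only a small part of them. Sites without a match escape this test, and only 58.4% of ΔWAPL CTCF peaks absent from wild-type had one. Away from start sites the share of SMC1 peaks with a match was 32.2% (28.1 to 36.7) of 450 peaks, with 4.89% in their flanks. Missed CTCF sites thus stay open for that smaller group. Against CTCF peaks of any genotype, ΔWAPL SMC1 peaks without CTCF numbered 5522 in place of 6251, so some did lie at a CTCF peak called elsewhere.

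The wild-type CTCF list has 19 peaks in TTK (chromosome 6, 80713604 to 80752244), and their summits lie in exons in 100% of cases, although exons make up 11.9% of the gene. Their fold enrichments run from 3.63 to 14.2, and their median background is 9.74 times the genome-wide average of the library. A motif match was found in 0% of them, against 79.2% of the CTCF peaks of that genotype, which argues against CTCF binding. Exon-bound peaks of this kind could arise from TTK DNA without introns, such as a complementary DNA construct, in the sample or the library. TTK was chosen after its values were seen, and its peaks were in the CTCF lists of ΔSCC4 (4 peaks) and ΔWAPL/ΔSCC4 (5 peaks), but in none of the other 9 lists. Junction-spanning reads would decide it and were not analysed here. The 19 peaks are 0.0441% of the list and do not affect the comparisons above, but the strongest wild-type CTCF peak absent from ΔWAPL is 1 of them. CDC27 (chromosome 17, 45195069 to 45266788) also had most summits in exons, 75.0% to 81.8%, but in all 12 lists, the IgG lists included, which is another pattern. No biological explanation was tested.

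Background reads were about doubled on part of chromosome 15. Among 564 windows of 5 Mb with at least 5 peaks in each of the 8 SMC1 and CTCF lists, 8 had a local background over 1.5 times the list's median in all 8 lists, and 6 of these were adjacent, from 60000001 to 90000000 on chromosome 15. Over these 30 Mb the background was 1.89 to 2.01 times the median, against 0.973 to 1.04 times on the rest of the chromosome. An extra copy of the segment would raise the reads of the peaks as well. At CTCF regions found in all 4 genotypes the summit pileup was at least 1.52 times that elsewhere in each CTCF list, whereas in 102 other stretches of 30 Mb it was 0.796 to 1.28 times. The values are consistent with a second copy of this segment in otherwise haploid cells, in all 4 genotypes alike. Peaks there are called with more reads, so their −log10 q is not comparable with that of other loci, including the strongest SMC1 peak found in all 4 genotypes. The remaining windows, at 140000001 to 145000000 on chromosome 1 and 10000001 to 15000000 on chromosome 21, were not examined further.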
